# Evaluation of Seasonal Heat Stress on Transcriptomic Profiles and Global DNA Methylation of Bovine Oocytes

**DOI:** 10.3389/fgene.2021.699920

**Published:** 2021-10-29

**Authors:** Fabian A Diaz, Emilio J Gutierrez-Castillo, Brittany A Foster, Paige T Hardin, Kenneth R Bondioli, Zongliang Jiang

**Keywords:** heat stress, bovine, oocyte, gene expression, DNA methylation

## Abstract

Heat stress affects oocyte developmental competence and is a major cause of reduced fertility in heat stressed cattle. Negative effects of heat stress on the oocyte have been observed at morphological, biochemical and developmental levels. However, the mechanisms by which heat stress affects the oocyte at the transcriptional and epigenetic levels remain to be further elucidated. Here we aimed to investigate the effect of heat stress on oocyte quality, transcriptomic profiles and DNA methylation of oocytes collected through the transition from spring to summer under Louisiana conditions. Summer season resulted in a lower number of high quality oocytes obtained compared to the spring season. There was no difference in *in vitro* maturation rates of oocytes collected during spring as compared to summer. RNA sequencing analysis showed that a total of 211 and 92 genes were differentially expressed as a result of heat stress in GV and MII oocytes, respectively. Five common genes (*E2F8, GATAD2B, BHLHE41, FBXO44*, and *RAB39B*) were significantly affected by heat in both GV and MII oocytes. A number of pathways were also influenced by heat stress including glucocorticoid biosynthesis, apoptosis signaling, and HIPPO signaling in GV oocytes, and Oct4 pluripotency, Wnt/beta-catenin signaling, and melatonin degradation I in MII oocytes. In addition, fluorescent immunocytochemistry analysis showed no difference in global levels of DNA methylation and DNA hydroxymethylation at either the GV or MII stage between spring and summer oocytes. The results of this study contribute to a better understanding of the effect of heat stress on the molecular mechanisms altered in bovine oocytes.

## Introduction

Cattle under the effect of heat stress present reduced fertility. Multiple *in vivo* and *in vitro* studies have been performed to understand the effect of heat stress on the oocyte and the implications on development of resultant embryos. Negative effects of heat stress on the oocyte have been observed at morphological, biochemical and developmental levels. It has been shown that the percentage of *Bos taurus* oocytes developing to the 2-, 4-, 8-cell and morula stages were higher during the cool season than in the hot season (Rocha et al., 1998). Oocytes collected in the winter and summer differed in morphology, where approximately 85% of oocytes recovered in winter presented homogenous dark cytoplasm in contrast to non-homogenous dark regions which were found in approximately 65% of summer oocytes (Zeron et al., 2001). The hot season resulted in a higher proportion of oocytes presenting delayed embryonic cleavage and altered gene expression compared to cold season (Gendelman et al., 2010). Oocytes collected during the summer showed altered developmental competence, mitochondrial distribution, and genetic expression of mitochondrial related genes involved in the respiratory chain of metaphase II (MII) oocytes (Gendelman and Roth 2012b). Heat stress can induce alterations in the chromosomes, spindle and cytoplasmic microtubules and microfilaments. The percentage of oocytes affected increased with the length of time of exposure to elevated temperatures (Tseng et al., 2004). Furthermore, it has been evidenced that lactation status influences the effects of heat stress on oocytes and embryos. There was an increased number and higher quality of oocytes obtained from heifers compared to lactating cows during summer. Similarly, a higher blastocyst rate was obtained from oocytes recovered from heifers than lactating cows during summer (Ferreira et al., 2011).

The molecular effects of heat stresses on bovine oocytes have been documented using qPCR-based candidate gene assay (Payton et al., 2011; Gendelman and Roth, 2012a; Gendelman and Roth, 2012b; Gendelman and Roth, 2012c; Ferreira et al., 2016) or hybridization-based microarray approach (Ticianelli et al., 2017; Payton et al., 2018). For example, microarray analysis of heat stressed oocytes has shown altered abundance of multiple transcripts important in mitochondrial function (Payton et al., 2018). Genes involved in oocyte maturation and early embryonic development (*MOS, GDF9* and *POU5F1*) have also been found to present altered expression in MII oocytes when evaluating oocytes collected during the hot season compared to cold season (Gendelman and Roth 2012c). *In vivo* and *in vitro* models of heat stress have shown that heat stressed oocytes present altered gene expression of developmentally important genes (*CX43, CDH1, DNMT1, C-MOS, GDF9, GAPDH, POU5F1* and *HSPA14*) (Gendelman and Roth 2012a). Decreased protein synthesis is observed in heat-stressed oocytes. Importantly, the removal of cumulus cells further reduces protein synthesis during heat-stress (Edwards and Hansen 1996). However, the comprehensive evaluation of seasonal heat stresses on transcriptome profiles of bovine oocytes remains unexplored.

The highly regulated gene expression during oocyte maturation and embryo development requires regulation in cis by transcription factors and regulation in trans by epigenetic mechanisms (Smith and Meissner 2013). DNA cytosine methylation is one of the main epigenetic mechanisms. Drastic DNA methylation reprogramming occurs during gametogenesis and embryogenesis, leading to the conversion of terminally differentiated gametes into a totipotent embryo. The reprogramming process may be influenced by external and internal factors that result in improper DNA methylation in gametes. For example, manipulation of oocytes by superovulation, *in vitro* maturation (IVM), oocyte cryopreservation, etc. influences oocyte competence, largely through the introduction of DNA methylation abnormalities (Zhu et al., 2021). There is growing interest in identifying the methylated regions that are perturbed at susceptible loci leading to aberrant gametes in livestock. The developmental process may also be influenced by environmental stress (e.g., seasonal heat stress) that could result in improper epigenetic changes in gametes.

Collectively, multiple studies have evaluated the effect of heat-stress at multiple levels of oocyte development and maturation, however, the effects of heat-stress on the transcriptomic profiles and DNA methylation of bovine oocytes remain unexplored. In this regard, the objective of this study is to evaluate the effect of seasonal *in vivo* heat stress on the transcriptomic profiles and DNA methylation/hydroxymethylation of bovine oocytes at the Germinal Vesicle (GV) and Metaphase II (MII) stages.

## Materials and Methods

### Experimental Animals and Climatic Data

All procedures in this experiment were approved by the Louisiana State University Agricultural Center Institutional Animal Care and Use Committee. A crossbred group of non-lactating, non-pregnant *Bos taurus* Angus-based beef cows (*n* = 10) with ages ranging between 3 and 6 years were used. The body condition scores of the animals used ranged between 5-7 (6.6 ± 0.69) on a 9-point scale. Experimental samples were obtained from animals housed at the Reproductive Biology Center, LSU Agcenter, Saint Gabriel, LA. Animals had ad libitum access to Bermuda grass (*Cynodon dactylon*) and water, where animals were managed under the same conditions during spring and summer. Climatic information was obtained from the Louisiana State University Ben Hur Farm Climatic station (30.360384,-91.171797) during spring and summer of 2016. Temperatures ranges during spring were between 49 and 77°F and during summer were between 70 and 83°F. The climatic station recorded temperature and relative humidity measurements once hourly resulting in 3,672 climatic observations between April and August. The Reproductive Biology Center is located approximately 10 miles away from the Ben Hur Farm Climatic Station. Temperature Humidity Index (THI) by day was calculated utilizing the equation (NOAA 1976; Mader et al., 2006; Dikmen and Hansen 2009): THI = 0.8 T_db_ + RH x (T_db_-14.4) + 46.4, where; T_db_ is dry bulb temperature (°C) and RH is Relative Humidity in decimal form.

### Ovum Pick-Up

Animals were restrained in a chute, administered a sedative dose (IM, Xylazine, XylamedTM, VetOne^®^, Boise, ID, United States) and an epidural analgesic dose (lidocaine 2%, VetOne^®^, Boise, ID, United States) prior to the OPU procedure. A portable ultrasound equipped with an 8.5 MHz convex transducer (Micromaxx, Sonosite Inc, Bothell, WA) was used for COCs aspiration. Follicles >3 mm were targeted. The aspiration system used consisted of a disposable needle (18G x 3inch, Air Tite Products N183) attached to polyethylene tubing connected to a 50 ml plastic tube (BD falcon, BD Biosciences, Bedford, MA). The negative pressure for aspiration was created through the utilization of an OPU pump (Cook Veterinary Products, Australia) connected to the 50 ml plastic tube and controlled using a foot pedal. Dulbecco’s phosphate buffered saline (DPBS) (Sigma-Aldrich, St. Louis, MO) supplemented with 1% Bovine Calf Serum (vol/vol; Hyclone Laboratories Inc, Logan, UT) and 0.1% Heparin (10,000 USP/ml, Sagent pharmaceuticals, India) was used as collection media for COCs. Following each OPU session per animal, the contents of the 50 ml tube were filtered (EmCon^®^) and rinsed three times with PBS. Contents of the filter were transferred to a gridded square Petri dish (Agtech, Manhattan, KS) and the COCs were identified utilizing a stereoscopic microscope (SMZ-2B, Nikon, Tokyo, Japan). Cumulus-oocyte complexes were transferred to Hepes-TALP, graded and maintained inside an air incubator at 37°C until further processing. Oocyte grading was performed as follows and according to the International Embryo Technologies Society (https://www.iets.org). Grade 1: >5 layers even cumulus cells with even cytoplasm, Grade 2: three to five layers cumulus cells, mostly even distribution, even cytoplasm, Grade 3: < 3 layers dense compact cumulus cells, often uneven investment, abnormally small oocytes with clear, granular and uneven cytoplasm.

### *In vitro* Maturation of Oocytes

A randomly allocated subset of the retrieved COCs (50% of total number collected per animal) were subjected to *in vitro* maturation (IVM). The maturation media consisted of TCM-199 (Sigma-Aldrich, St. Louis, MO) as base medium and was supplemented with 2 mM of L-glutamine (Sigma-Aldrich, St. Louis, MO), 0.2 mM sodium pyruvate (Sigma-Aldrich, St. Louis, MO), Gentamycyn (5 μl/ml, Sigma-Aldrich, St. Louis, MO), FSH (5 ul/ml, Folltropin, Bioniche, Ontario, Canada) and 10% Fetal Bovine Serum (v/v, Sigma-Aldrich, St. Louis, MO). COC rinsing plates (4-well plate dishes) containing 500 µl of IVM medium per well covered with 400 µl of mineral oil and IVM plates (35 × 10 mm Petri dish plates) containing 50 µl drops of IVM medium covered with 3 ml of mineral oil were prepared 12 h in advanced of the IVM procedure. COCs subjected to IVM were rinsed 3-4 times in pre-warmed HEPES-TALP and then rinsed 3-4 times in IVM rinsing plates before being moved to IVM plates. Cumulus-oocyte complexes were incubated in 50 µl drops (10–15 COCs/drop) for 24 h under a 5% CO_2_ atmosphere at 38.5°C. To assess oocyte maturation rate, COC expansion and DAPI staining during fluorescent immunocytochemistry were used to assess nuclear maturation, oocytes containing a metaphase plate and a polar body were considered mature oocytes.

### RNA Sequencing (RNA-Seq) Analysis

Cumulus oocyte complexes (GV stage or MII stage) were subjected to cumulus-cell removal prior to analysis. Briefly, oocytes were incubated with Hepes-TALP supplemented with hyalorunidase (1 mg/ml, Sigma-Aldrich, St. Louis, MO) for 3 min at 37°C and then vortexed at maximum strength for 4 min. Hepes-TALP supplemented with 10% FBS was then added to the tube and vortexed for 20 s. Denuded oocytes were washed with Hepes-TALP. Pools of four oocytes were snap frozen and stored at −80°C until analysis.

The RNA-seq libraries were generated by using the Smart-seq2 v4 kit with minor modification from manufacturer’s instructions. Briefly, pooled oocytes were lysed, and mRNA was captured and amplified with the Smart-seq2 v4 kit (Clontech). RNA-seq libraries were constructed using Nextera XT DNA Library Preparation Kit (Illumina) and multiplexed by Nextera XT Indexes Kit (Illumina). Library quality and quantity were determined by using Qubit 3.0 assay (Life Technologies) and DNA high sensitivity kit with Tapestation 4,200 system (Aglilent), respectively. Pooled indexed libraries were then sequenced on Illumina NextSeq 500 with 100 bp pair-end reads. For RNA-seq data analysis, multiplexed sequencing reads that passed quality control filters were trimmed to remove low-quality reads and adaptors. The quality of reads after filtering was assessed, followed by alignment to the bovine genome UMD3.1.1 by STAR (2.5.3a) with default parameters. Individual mapped reads were quantified to calculate fragments per kilobase of exon per million mapped fragments (FPKM) values. Genes with FPKM >0.1 in at least one sample were kept for downstream analysis, consisting of Pearson correlation, principal component analysis (PCA) and cluster analysis using R (R foundation for Statistical Computing, version 3.6.0.) Differential gene expression analysis was performed by the Partek Flow GSA algorithm with default parameters. The genes were deemed differentially expressed if they provided a *p* value <0.05 and foldchange >2. Expression pattern clusters were generated by the unsupervised hierarchical clustering analysis using R. Gene Ontology (GO) and pathway analysis were performed by using the Ingenuity Pathway Analysis software (IPA, Qiagen).

### Immunostaining of 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5 hmC) on oocytes.

Germinal vesicle stage and MII stage oocytes utilized for DNA methylation/DNA hydroxymethylation analysis were denuded following the same procedure performed for RNA-seq. For DNA methylation/DNA hydroxymethilation analysis, denuded oocytes were subjected to permeabilization and fixation prior to storage. Briefly, the oocytes were exposed to PBST [pH:7.4; PBS (Gibco, Life Technologies, Carsbad, CA) supplemented with 1 μl/ml of Tween 20 (Sigma-Aldrich, St. Louis, MO), 1 μl/ml Phenol Red (Sigma-Aldrich, St. Louis, MO) and 1% Bovine Serum Albumin (Sigma-Aldrich, St. Louis, MO)] for 1 min at room temperature. Oocytes were then pre-fixed in 0.25% paraformaldehyde (PBS as base solution) for 10 min at 37°C. Following pre-fixation, oocytes were rinsed in PBS for 10 min at 4°C. For final fixation, oocytes were exposed to 88% pre-cooled (−20°C) methanol for 1 min. Oocytes were transferred to 0.6 ml tubes containing 88% pre-cooled methanol and stored at −20°C until the immunostaining procedure.

On day of immunostaining, oocytes stored in 88% methanol at −20°C were allowed to reach room temperature. Oocytes were then incubated in PBST for 1 min and subsequently incubated in 2N HCl for 30 min at 37°C. Following the DNA denaturation step, oocytes were exposed to borate buffer (pH: 8.5; 6.2 mg/ml boric acid in PBS without Ca^+2^ and Mg^+2^) for 1–2 min for HCl neutralization. Oocytes were incubated in PBS with 2% BSA (pH: 7.4) for 1 h at room temperature to prevent non-specific binding of antibodies. Oocytes were incubated with antibodies against 5mC (IgG1 monoclonal mouse antibody 33D3, Thermo-Fisher Scientific, Waltham, MA) at 1:250 dilution and 5 hmC (rabbit serum antibody, Active Motif, Carlsbad, CA) at 1:1,000 dilution for 45 min at 37°C. After primary antibody incubation, oocytes were rinsed 3 times for 15 min each in PBS supplemented with 2% BSA plus 0.05% Tween 20. For secondary antibody incubation, oocytes were incubated with Alexa Fluor 488 (Goat anti-mouse IgG, Life Technologies, Carlsbad, CA) at 1:100 dilution and Alexa Fluor 546 (Donkey anti-rabbit IgG, Life Technologies, Carlsbad, CA) at 1:400 dilution for 45 min at 37°C. Following secondary antibodies incubation, oocytes were rinsed 3 times for 15 min each in PBS with 2% BSA plus 0.05% Tween 20. Oocytes were transferred to microscope slides (3″x1″, 1 mm thick, Thermo Fisher, Waltham, MA) and mounted with Antifade solution containing DAPI (Antifade Gold, Molecular Probes, Life Technologies, Carlsbad, cA) and covered with a coverslip (N^o^1, 18 × 18 mm, VWR, Radnor, PA). Oocytes were equilibrated with antifade solution for 24 h before microscope analysis.

A fluorescent microscope (Eclipse N*i*, Nikon, Tokyo, Japan) equipped with light filters for DAPI (Ex: 377 nm/Em: 447 nm), FITC (Ex: 482 nm/Em: 536 nm) and TRITC (Ex: 543 nm/Em: 593 nm) was used for capturing images for nuclear stage, DNA methylation and DNA hydroxymethylation, respectively. Oocyte images were captured at ×40 magnification utilizing a black and white camera (Zyla sCMOS 5.5 MP, Andor, Belfast, Ireland). Software used for image capturing was Nikon NIS Elements Version 4.40. This software was used for image deconvolution utilizing 2D Landweber deconvolution with 10 iterations.

DAPI staining was used to assess nuclear maturation, oocytes containing a metaphase plate and a polar body were considered mature oocytes; and their fluorescence quantification was accounted for DNA methylation/DNA hydroxymethylation of metaphase II stage oocytes. Fluorescence quantification was performed as described previously by McCloy et al. (2014). Fluorescence intensity of images was quantified utilizing the imaging software ImageJ (National Institute of Health, Bethesda, MD). The software was set to include the calculation of area, mean of grey values and integrated density. The nucleus of the GV stage oocytes or the metaphase plate of the MII stage oocytes was manually outlined to define the fluorescent area. Based on the manually defined fluorescent area, the software calculates the mean of grey values and integrated density. The image background was determined by the average intensity measurement of three random circles in the cytoplasm of the oocytes. Fluorescence quantification is calculated through the following Corrected Fluorescence Intensity (CFI) formula: CFI = Integrated density—(area of nucleus x average background intensity values).

### Experimental Design

A crossbred group of non-lactating non-pregnant *Bos taurus* derived Angus-based beef cows (*n* = 10) were used for sample collection (oocytes). Samples for this study were collected during the spring to summer transition twice monthly (7 days between collections) from april to August. The rationale to collect samples during spring to summer transition was based in literature (Rocha et al., 1998; Gendelman and Roth, 2012a; Gendelman and Roth, 2012b; Gendelman and Roth, 2012c) where cattle present reduced oocyte quantity, quality and developmental competence during the summer. We performed ten OPU sessions (twice monthly, five sessions for DNA methylation analysis and five sessions for RNA-seq) from each of 10 cows. Particularly, samples from the first collection in each month were used for DNA methylation/DNA hydroxymethylation analysis while samples from the second collection were used for RNA-seq. All animals were subjected to dominant follicle removal 5 days before the first sample collection. For each sample collection we obtained at least six oocytes per cow, which resulted in at least three observations (biological sample) per developmental stage per cow per month. GV oocytes collected from each month were graded and recorded. Half of the collected GV oocytes were used for RNA-seq and DNA methylation analysis, and the other half of the GV oocytes were *in vitro* maturated to MII oocytes. Maturation rate was evaluated, and MII oocytes were collected for RNA-seq and DNA methylation analysis as well.

For RNA-seq analysis, oocytes collected from May (spring) and July (summer) were grouped and six pooled oocytes (four GV or MII as a pool, one pool corresponding to one animal) were used for RNA-seq library preparation. For DNA methylation analysis, oocytes (GV or MII oocytes) were grouped as spring (april and May) and summer (June, July and August). In this manner the experimental design resulted in two treatments (spring and summer) x number of oocytes of observations per two developmental stages (GV and MII).

### Statistical Analysis

The Statistical Analysis System (SAS 9.4) software was used for all statistical analyses. Normality of the results was assessed using the Shapiro Wilk test. Temperature, humidity, THI, total oocytes per cow, DNA methylation, DNA hydroxymethylation were analyzed with the Type III test of fixed effects and Tukey media separation using Proc Glimmix, where replication (cow) was considered a random effect. Maturation rates and percent of Grade 1, Grade 2 and Grade 3 oocytes were square root arcsin transformed for statistical analysis. The difference in the proportion of days per month with THI>75 and THI>79 was analyzed by Chi-square. Level of significance was set at *p* < 0.05. For temperature, humidity, THI, total oocytes per cow, maturation rate, DNA methylation/DNA hydroxymethylation statistical analysis, months were grouped as spring (april and May) and summer (June, July and August). Results (Least squares mean [LSM] ± standard error [SE]) were evaluated as spring and summer.

## Results

### Climatic Conditions

Heat stress in cattle is estimated through temperature humidity index (THI). In *Bos taurus* beef cattle, a THI over 75 is an indicator of heat stress (St-Pierre et al., 2003). In this experiment settings, the climatic conditions of temperature, relative humidity, Temperature Humidity Index and number of days with THI over 75 and over 79 are shown in Table 1. All measured climatic conditions including temperature (*p* < 0.0001), relative humidity (*p* < 0.0001), and THI (*p* < 0.0001) are lower during spring compared to summer. There were fewer days with THI over 75 (*p* < 0.0001) and with THI over 79 (*p* < 0.0001) in spring compared to summer (monthly average temperatures, humidity and THI information can be found in Figure S1A and S1B). Additionally, more than half of the days of the summer months had an average humidity index over 75 (Figure S1B).

**TABLE 1:** Climatic conditions during experiment.

Season	Relative				
	Temperature (°F)	Humidity (%)	THI	THI >75	THI >79
Spring	67.34 ± 0.73 ^**a**^	82.84 ± 1.13 ^**a**^	69.17 ± 0.57 ^**a**^	5/61 ^**a**^	0/61 ^**a**^
Summer	77.66 ± 0.33 ^**b**^	87.28 ± 0.63 ^**b**^	77.66 ± 0.21 ^**b**^	85/92 ^**b**^	30/92 ^**b**^

* Different superscripts within a column denote a significant difference between parameters (*p* < 0.05). THI was calculated utilizing temperature values in °C.

### Quantity, Quality and Maturation Rates of GV Oocytes

Overall, a greater number of oocytes were recovered during spring than during summer (*p* = 0.0002) (Table 2). A higher percent of grade 1 oocytes was obtained during spring than during summer (*p* = 0.0183) (Table 2). No difference in percent of grade 2 oocytes was observed between treatments (*p* = 0.9660) (Table 2) but a lower percent of grade 3 oocytes was obtained during spring than during summer (*p* = 0.0016) (Table 2). After *in vitro* maturation of GV oocytes, we found no significant difference in maturation rates between spring and summer (Table 3).

**TABLE 2:** Oocyte grade and total number of oocytes obtained.

Season	Grade %			Total oocytes per cow	Total oocytes
	1	2	3		
Spring	38.25 ± 3.69^a^	21.80 ± 2.44^a^	39.82 ± 4.54^b^	21.88 ± 2.34^a^	422
N	147	93	182		
Summer	27.59 ± 3.09^b^	22.60 ± 2.20^a^	55.87 ± 3.98^a^	14.23 ± 2.17^b^	426
N	102	85	239		

*Different superscripts within a column denote a significant difference between parameters (*p* < 0.05). OPU sessions: five; cows aspirated per season: 10. Grade 1: >5 layers even cumulus cells with even cytoplasm, Grade 2: three to five layers cumulus cells, mostly even distribution, even cytoplasm, Grade 3: <3 layers dense compact cumulus cells, often uneven investment, abnormally small oocytes with clear, granular and uneven cytoplasm.

**TABLE 3:** Maturation rates of oocytes subjected to *in vitro* maturation.

Season	Total	Matured	MII oocytes (%)
Spring	79	65	81.92 ± 4.04 ^**a**^
Summer	123	113	91.11 ± 3.36 ^**a**^

* Different superscripts within a column denote a significant difference between parameters (*p* < 0.05). OPU sessions: five; cows aspirated per season: 10. DAPI staining was used to assess nuclear maturation, oocytes containing a metaphase plate and a polar body were considered matured oocytes.

### Summer Heat Stress Induced Transcriptional Changes in GV and MII Oocytes

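The RNA-seq data comprised 24 libraries in 4 groups, GV and MII oocytes of May and of July, with 6 libraries per group. The paper states that each library was made from a pool of 4 oocytes of 1 animal. The sample labels speak of the lysis of individual cells, and the pools of the paper were taken here. The methods state that trimmed reads were aligned to the bovine assembly UMD3.1.1 and quantified as FPKM, which are fragments corrected for exon length and for the number of mapped fragments. The deposited table lists 11306 genes by symbol, with chromosome, start and stop on that assembly, and gives 1 FPKM value per gene and library. All libraries sum to the same total, between 86768.1 and 86768.2, and the lowest value of the table is exactly 0.01. The values had therefore been scaled to a common total and raised by 0.01, which are 2 steps that the text of the paper does not name. No counts are listed. For each comparison, the 9526 genes with a value over 0.1 in at least 1 of the 24 libraries were kept. The methods name this filter for correlation, principal component and cluster analysis, but not for the test of differential expression. Differences were tested with limma on log2(FPKM + 1), with the spread of each gene moderated along its mean expression and only the 2 groups compared in the fit. A gene was called differentially expressed at an unadjusted p under 0.05 and a fold change over 2, the thresholds of the methods, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. In data simulated for 9526 genes with the spread of the real libraries, 196 of 200 genes changed by 2 on the log2 scale were called, and 169 of them passed the adjusted threshold. The changed genes were drawn only from genes of higher expression, so this recovery does not describe genes of low expression. With no gene changed, 38 of the simulated genes were called.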

To delineate the gene pathways affected by heat stress in oocytes, RNA-seq analysis was conducted on the GV and MII oocytes collected in spring (May) and summer (July) seasons. 

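According to Table S1, the libraries held between 6007065 and 71249319 reads, with a mean of 12071245. The mean was 8038596 in spring GV oocytes, 21812153 in summer GV oocytes, 8661966 in spring MII oocytes and 9772267 in summer MII oocytes. Summer GV replicates 5 and 3 had 71249319 and 21347638 reads, and the median of their group was 9968722.5 reads. The share of mapped reads was 41.7% in spring GV replicate 6, 37.4% in spring MII replicate 6 and 59.7% in summer GV replicate 2. In the other libraries it was at least 76.9%. Because the table gives no counts, a relative depth was estimated from the steps between low values: after 0.01 is subtracted, the values of a gene are whole multiples of a step that depends on the gene and the library. Of 23657 values kept out of the estimate, 99.2% lay within 0.1 of a whole multiple, where 20% would by chance. Relative to spring GV replicate 1, the depth was 0.0565 in spring GV replicate 6, 0.149 in spring MII replicate 6, 0.393 in summer GV replicate 2, 2.19 in summer GV replicate 3 and 6.51 in summer GV replicate 5. The remaining libraries lay between 0.542 and 1.06. Because each library was scaled to a common total, this depth reflects the length-corrected reads of the listed genes and not all reads sequenced. Table S1 gives 6859588 alignments for spring GV replicate 6 and 6146570 for spring MII replicate 6, against 18658898 for spring GV replicate 1. These gaps are smaller than those in the estimated depth. No 2 of the 24 libraries were identical.

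**Figure D1:**
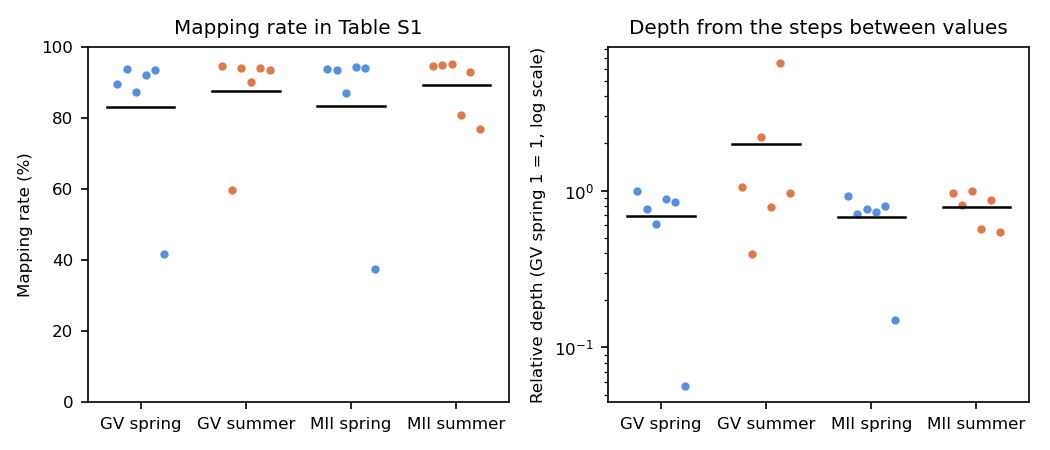
Share of mapped reads in Table S1 (left, in percent) and depth relative to spring GV replicate 1 estimated from the steps between values (right, log scale) for the 6 libraries of each group. Points are libraries, blue for spring and orange for summer, and lines are group means; spring GV replicate 6 and spring MII replicate 6 are lowest in both plots.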

In total, we analyzed 24 samples and obtained approximately 12.5 million paired-end reads per individual sample (Supplementary Table S1). The raw FASTQ files and normalized gene expression levels are available at Gene Expression Omnibus (GEO) (www.ncbi.nih.gov/geo) under the accession number GSE166413.

Unsupervised hierarchical clustering of the differentially expressed genes partitioned into two distinct clusters to separate both GV and MII oocytes derived from spring and summer seasons, respectively (Figures 1A,B). 

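Over all 9526 genes, libraries of the same season were not closer to each other than libraries of different seasons. In GV oocytes, the mean correlation distance on log2(FPKM + 1) was 0.0749 between seasons and 0.0795 within seasons, a difference of -0.00463 (exact permutation test over the 462 splits of the 12 libraries, one-sided p = 0.673). In MII oocytes it was 0.0548 between and 0.0595 within seasons, a difference of -0.00478 (exact permutation test, one-sided p = 0.823). Average-linkage clustering on all genes, divided into 2 groups, placed spring replicate 6 and summer replicate 2 apart from the other 10 GV libraries, and spring replicates 3 and 6 with summer replicates 4 and 6 apart from the other 8 MII libraries. When only the genes called between the seasons were clustered, 10 of the 12 GV libraries (3 genes) and 6 of the 12 MII libraries (4 genes) fell in the group of their season. This clustering used correlations between libraries without centring each gene. The 4 MII genes fell by similar amounts, which hardly alters such correlations, so the MII result cannot test a separation. The clusters of Figures 1A,B were formed from genes called on the same libraries that they group.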

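In GV oocytes, 3 genes were called between summer and spring, 1 upregulated and 2 downregulated in summer. None of the 9526 genes had an adjusted p under 0.05, and 148 had an unadjusted p under 0.05, or 1.55% of the genes. RNF148 (chromosome 4, 87917957 to 87919209) averaged 8.49 ± 6.71 FPKM (SD, n = 6) in summer and 3.06 ± 1.02 FPKM (SD, n = 6) in spring. Its log2 fold change was 1.04 (standard error 0.35, limma adjusted p = 1, two-sided exact permutation p = 0.0108). C15H11orf96 (chromosome 15, 74915918 to 74917298) averaged 0.593 ± 0.555 FPKM in summer and 3.30 ± 2.53 FPKM in spring, a log2 fold change of -1.23 (standard error 0.43, limma adjusted p = 1, two-sided exact permutation p = 0.0260). The third, MAPRE2, is a symbol listed at 2 loci, and the call was made at the locus on chromosome 2 (21117911 to 21119284). This locus had 9.36 ± 22.9 FPKM in summer, where 5 of the 6 libraries were at the lowest value, and 36.7 ± 28.8 FPKM in spring (limma adjusted p = 1, two-sided exact permutation p = 0.0671). Of the 24 libraries, 17 had a value at this locus alone and 7 at the locus on chromosome 24 alone, there at most 1.51 FPKM. The call therefore cannot be told apart from a change in which locus was given a value. The count moved most among the alternatives when log2 was taken of the deposited value without a pseudocount, a setting added after the values had been seen, which called 116 genes, none with an adjusted p under 0.05. Without the 2 libraries with under 70% of reads mapped, MAPRE2 and C15H11orf96 no longer had an unadjusted p under 0.05, and RNF148 changed less than 2-fold, so none of the 3 was called. Without summer replicate 2 alone, its highest library at 21.8 FPKM, the log2 fold change of RNF148 was 0.74. Leaving out 1 library at a time gave 3 to 13 genes, with 13 when spring replicate 6 was left out and over 1.5 times as many as with all libraries for every library except spring replicate 5 and summer replicate 2.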

A total of 211 genes were differentially expressed as a result of heat stress at the GV stage in summer as compared to spring (94 upregulated and 117 downregulated) (Figure 1C). 

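Gene lists for each process were written from gene symbols, since the term memberships used in the paper are not part of the table, and each list was tested with camera against all genes tested (inter-gene correlation 0.01). Because camera p values were often as small in other splits of the libraries, an exact permutation test was added after the data had been seen. It compares the mean log2(FPKM + 1) of a list minus that of all genes over the 924 assignments of the 12 libraries and is two-sided. None of the 34 steroid biosynthesis genes was called, and none had an unadjusted p under 0.05. In summer GV oocytes, 20 of them were lower and 14 higher, with a median log2 fold change of -0.03 against 0.01 over all genes (camera p = 0.0676, exact permutation p = 0.156). Without the 2 GV libraries with under 70% of reads mapped, the camera p of this list was 0.00614, and without spring replicate 3 alone it was 0.761. Among 38 mitophagy genes, 24 were higher and 14 lower, 3 had an unadjusted p under 0.05 and none was called (camera p = 0.390, exact permutation p = 0.658). For oxidation and reduction, the 80 listed genes of oxidative phosphorylation were used, of which 49 were higher and none was called (camera p = 0.221, exact permutation p = 0.807). With quantile normalization this list was higher in summer, with a camera p of 0.0450. Adjusted over the list alone, no gene of these 3 lists had a p under 0.05.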

GO analysis indicated significant over-representation of elements involved in steroid biosynthetic processes, oxidation reduction, and mitophagy in response to mitochondrial depolarization (Figure 2). A number of pathways were influenced by heat stress including glucocorticoid biosynthesis, apoptosis signaling, and HIPPO signaling (Figure 2).

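The 7 genes listed for glucocorticoid biosynthesis were lower in summer in 6 cases, with a median log2 fold change of -0.13 (camera p = 0.0133, exact permutation p = 0.108). None of them was called, and the list did not pass 0.05 in the exact test, with an estimated inter-gene correlation (p = 0.0540) or with fry (p = 0.163). The camera result rested on spring replicate 3, without which the camera p was 0.0804. This library also had the highest mean of cumulus cell markers among the GV libraries, 1.48 on the log2 scale. The 29 entries for 28 apoptosis genes (camera p = 0.926, exact permutation p = 1) and the 20 Hippo signaling genes (camera p = 0.698, exact permutation p = 0.835) held no called gene and no gene with an unadjusted p under 0.05, and their median log2 fold changes were 0.02 and 0.02. The paper states that these pathways were influenced by heat stress.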

**FIGURE 1:**
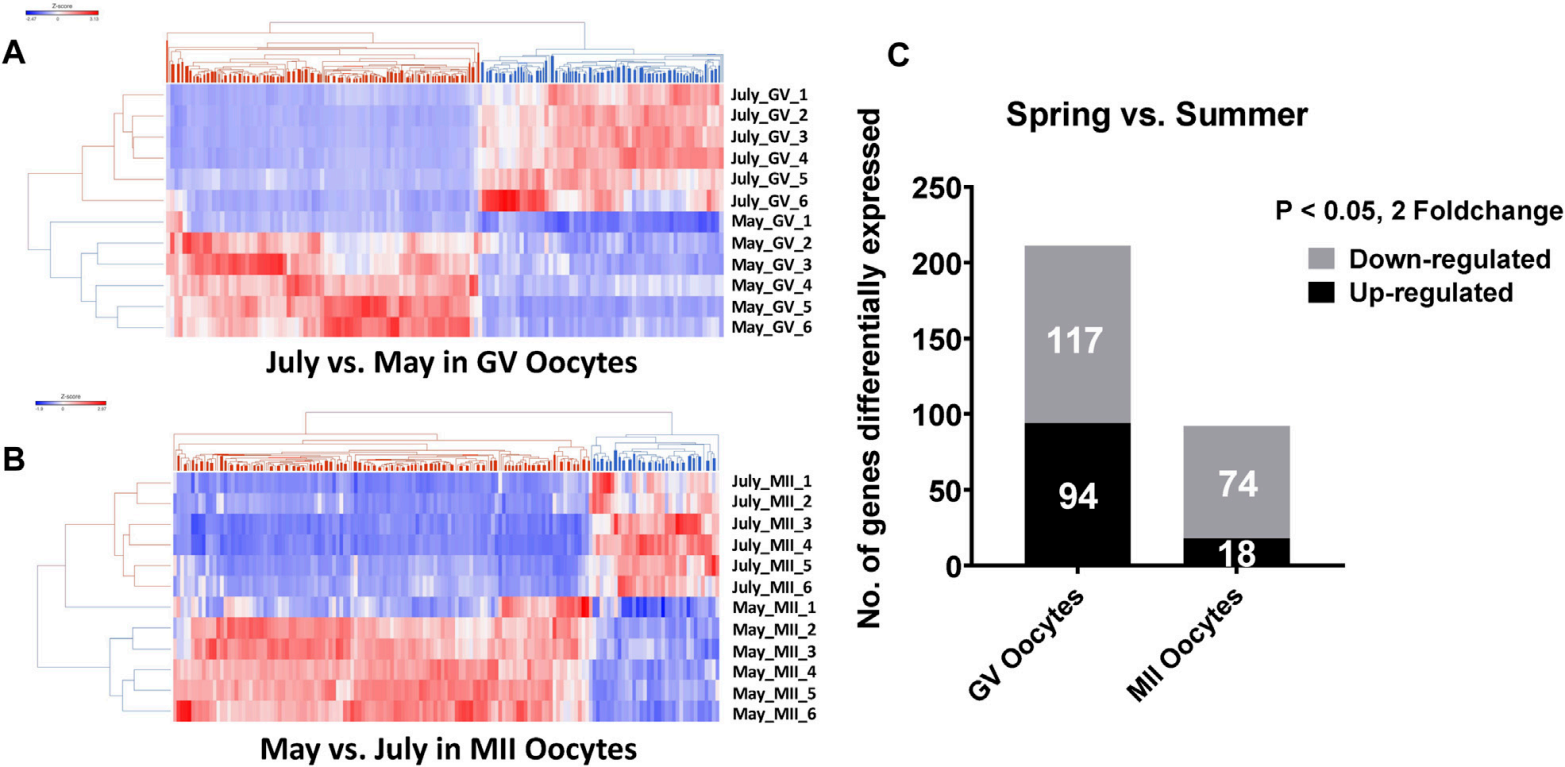
Hierarchical clustering of differentially expressed genes between spring (May) and summer (July) season produced GV oocytes. **(A)** and MII oocytes. **(B)** C. The number of differentially expressed genes between spring (May) and summer (July) season in GV and MII oocytes. RNA-seq analysis was performed in six biological replicates of GV or MII oocytes pool (4 oocytes per group) per season.

**FIGURE 2:**
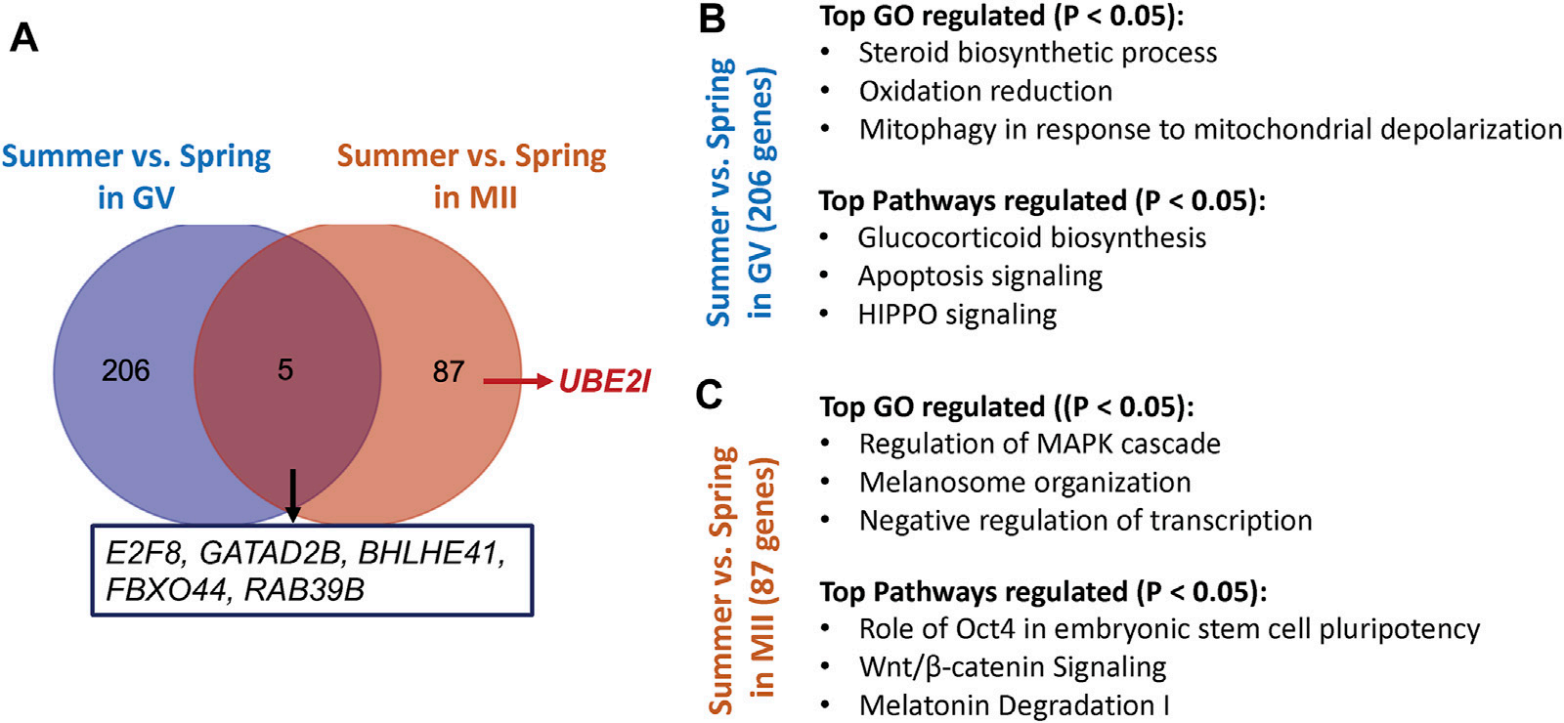
**(A)** The number of genes and their representatives regulated by different season (spring vs summer) in GV or MII oocytes **(B)** The top represented Gene ontology (GO) terms and pathways affected by heat stress in GV oocytes. **(C)** The top represented Gene ontology (GO) terms and pathways specifically affected by heat stress in MII oocytes.

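In MII oocytes, 4 genes were called between summer and spring, and all of them were downregulated in summer. None of the 9526 genes had an adjusted p under 0.05, and 201 had an unadjusted p under 0.05, or 2.11% of the genes. ZNF830 (chromosome 19, 15446156 to 15447897) averaged 13.4 ± 3.21 FPKM (SD, n = 6) in summer and 28.7 ± 4.01 FPKM (SD, n = 6) in spring, a log2 fold change of -1.06 (standard error 0.17, limma adjusted p = 0.370). Every summer library was below every spring library (two-sided exact permutation p = 0.00216, the smallest that 6 against 6 allow). CRH (chromosome 14, 32213513 to 32215195) averaged 22.7 ± 8.56 FPKM in summer and 46.4 ± 14.7 FPKM in spring, a log2 fold change of -1.01 (standard error 0.29, limma adjusted p = 1, two-sided exact permutation p = 0.0152). LOC616092 (chromosome 2, 97501492 to 97503976) averaged 3.48 ± 2.32 FPKM in summer and 8.44 ± 3.97 FPKM in spring (log2 fold change -1.12, standard error 0.38, limma adjusted p = 1, two-sided exact permutation p = 0.0216). SOX2 (chromosome 1, 85933316 to 85934783) averaged 8.41 ± 3.65 FPKM in summer and 19.6 ± 8.91 FPKM in spring (log2 fold change -1.10, standard error 0.40, limma adjusted p = 1, two-sided exact permutation p = 0.0303). Leaving out 1 library at a time gave 2 to 16 genes, with 16 without summer replicate 1, 13 without summer replicate 3, 10 without spring replicate 5, 9 without spring replicate 2 or 6 and 2 without spring replicate 1.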

At the MII stage, only 92 genes were significantly differentially expressed when comparing oocytes collected in spring and summer (18 upregulated and 74 downregulated) (Figure 1C). 

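Of 34 genes of the MAPK cascade, 19 were lower and 15 higher in summer MII oocytes, 1 had an unadjusted p under 0.05, and none was called (camera p = 0.889, two-sided exact permutation p = 0.994). Without spring replicate 6, the MII library with under 70% of reads mapped, the camera p of this list was 0.0368. Of 26 entries for 25 melanosome organization genes, 19 were lower, 1 had an unadjusted p under 0.05, and none was called (camera p = 0.762, exact permutation p = 0.465). No list was made for negative regulation of transcription, which was not analysed here.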

The primary biological processes significantly affected at the MII stage were regulation of the MAPK cascade, melanosome organization, and negative regulation of transcription (Figure 2). In addition, pathways including Oct4 pluripotency signaling, Wnt/beta-catenin signaling, and melatonin degradation I were affected in MII oocytes from spring, compared to summer (Figure 2). 

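SOX2 was the 1 gene called among the 21 listed for Oct4 pluripotency, of which 14 were lower and 7 higher in summer (camera p = 0.359, two-sided exact permutation p = 0.0801). A one-sided Fisher exact test of called members against the other genes tested gave p = 0.00879. It rests on SOX2 alone and is not adjusted over the lists. The 46 Wnt/beta-catenin genes included no gene with an unadjusted p under 0.05 (camera p = 0.991, exact permutation p = 0.920). The 9 melatonin degradation genes included 2 with an unadjusted p under 0.05 and none called (camera p = 0.908, exact permutation p = 0.279). Adjusted over the list alone, no gene of the 3 lists had a p under 0.05. The paper states that these pathways were affected in MII oocytes.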

Interestingly, we found that *UBE2I*, a gene involved in phosphorylation-dependent sumoylation of transcription factors, was significantly up-regulated in summer compared to spring in MII oocytes (Figure 2A). 

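No gene was called between the seasons in both GV and MII oocytes, where 0.00126 genes would be shared by chance. E2F8, GATAD2B, BHLHE41, FBXO44 and RAB39B had low values in most libraries. After 0.01 was subtracted, 85.8% of their 120 values were at most 10 of the steps described for the depth estimate. E2F8 (chromosome 29, 25949976 to 25966356) averaged 0.0462 ± 0.0411 FPKM (SD, n = 6) in summer and 0.0142 ± 0.00647 FPKM in spring GV oocytes, and 0.116 ± 0.0588 FPKM in summer and 0.0501 ± 0.0328 FPKM in spring MII oocytes. Every summer GV library was above every spring GV library (two-sided exact permutation p = 0.00216), and the permutation p in MII oocytes was 0.0390. GATAD2B (chromosome 3, 16633874 to 16644317) was higher in summer in GV oocytes, at 0.0708 ± 0.0423 against 0.0280 ± 0.0244 FPKM, and lower in summer in MII oocytes, at 0.0891 ± 0.0623 against 0.202 ± 0.101 FPKM. RAB39B (chromosome X, 38586279 to 38590530) was also higher in summer in GV oocytes, at 0.283 ± 0.266 against 0.103 ± 0.0561 FPKM, and lower in MII oocytes, at 0.0218 ± 0.0288 against 0.0631 ± 0.0340 FPKM. FBXO44 (chromosome 16, 42901486 to 42905540) was lower in summer in both stages, at 0.122 ± 0.142 against 0.577 ± 0.764 FPKM in GV oocytes and 0.0358 ± 0.0502 against 0.112 ± 0.0323 FPKM in MII oocytes. BHLHE41 (chromosome 5, 84233719 to 84236924) never exceeded 0.0924 FPKM, or 3 steps, and so did not pass the filter used here. The methods do not name that filter for differential expression. Of the other 4 genes, E2F8, GATAD2B and RAB39B never exceeded 0.199, 0.381 and 0.818 FPKM, and FBXO44 never exceeded 0.169 FPKM in MII oocytes. With 1 added before the log, such values cannot give a fold change over 2. None of the 4 could therefore be called in both stages, and their absence from the calls is no test of the paper's result. On log2(FPKM + 1), the log2 fold changes of these 4 genes lay between -0.40 and 0.20, and their limma adjusted p was 1 in both stages. Their unadjusted limma p was under 0.05 in MII oocytes for all 4 (0.0258 for E2F8, 0.0261 for GATAD2B, 0.00557 for FBXO44 and 0.0319 for RAB39B) and in GV oocytes for none. When 1 library at a time was left out, the MII p was 0.05 or more in 9 of 12 fits for RAB39B, 4 for E2F8, 3 for GATAD2B and 0 for FBXO44. With all 4 groups in one fit it was 0.520 for FBXO44 and 0.465 for RAB39B. It was 0.0566 for E2F8 in the libraries with at least 70% of reads mapped, and 0.0661 for GATAD2B with the replicate number as a block. In GV oocytes, 2 of 8 other alternatives gave E2F8 and GATAD2B a p under 0.05, and 3 of 8 FBXO44 and RAB39B. The two-sided exact permutation p in GV and MII oocytes was 0.0628 and 0.0325 for GATAD2B, 0.0606 and 0.0152 for FBXO44, 0.0238 and 0.0541 for RAB39B, and 0.0606 and 0.106 for BHLHE41. Taking log2 of the deposited value without a pseudocount, chosen after the values had been seen, called E2F8, GATAD2B, FBXO44 and RAB39B in both stages, with limma adjusted p of 1.

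**Figure D2:**
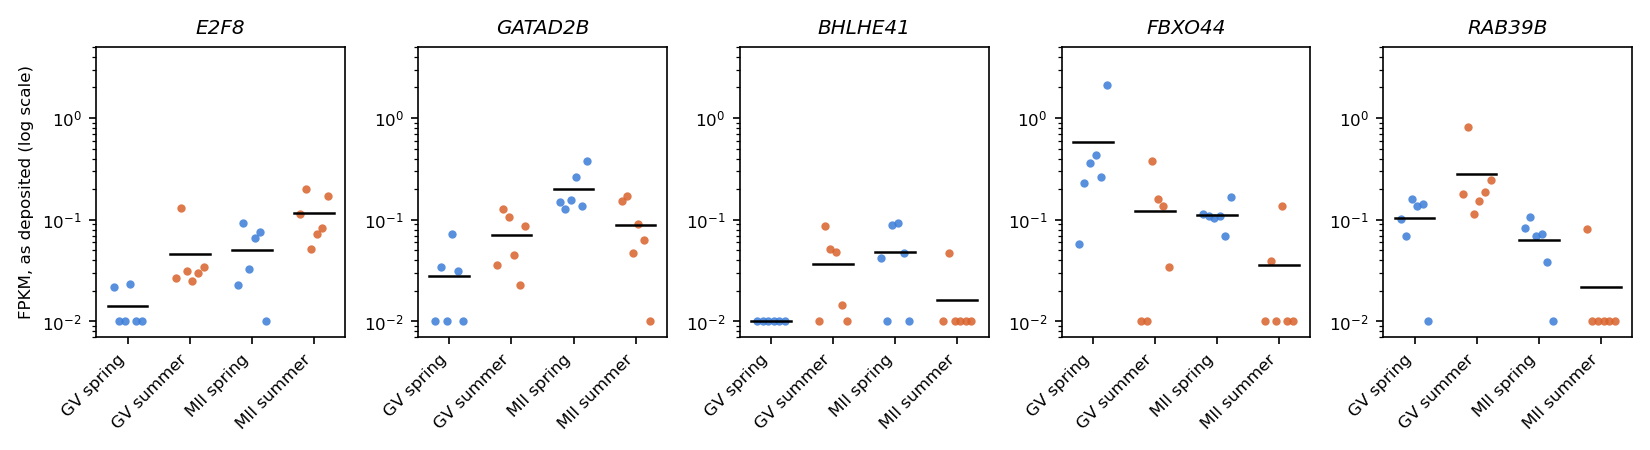
FPKM of E2F8, GATAD2B, BHLHE41, FBXO44 and RAB39B (log scale, as deposited) in the 6 libraries of each group. Points are libraries, blue for spring and orange for summer, and lines are group means; points at 0.01 are at the lowest value of the table.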

To note, five common genes were significantly affected by heat in both GV and MII oocytes; *E2F8*, *GATAD2B*, *BHLHE41*, *FBXO44*, and *RAB39B* (Figure 2A).

We also determined the genes differentially expressed between MII and GV oocytes from spring or summer seasons. A total of 357 and 480 genes were significantly differentially expressed between MII and GV spring and summer, respectively (147 upregulated and 210 downregulated in spring; 105 upregulated and 375 downregulated in summer) (Figure 3A). Among these genes, 236 differentially expressed genes were specifically affected by heat stress from summer during *in vitro* maturation. 

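Between MII and GV oocytes, 1126 genes were called in spring (340 upregulated and 786 downregulated in MII oocytes) and 1092 in summer (210 upregulated and 882 downregulated). With adjustment, 2304 genes in spring and 2929 genes in summer had a p under 0.05. The smallest p in spring was that of FAM162A (chromosome 1, 67422932 to 67443498), which fell from 8.94 ± 2.33 FPKM (SD, n = 6) in GV to 0.397 ± 0.203 FPKM in MII oocytes, a log2 fold change of -2.81 (standard error 0.19, limma adjusted p = 1.51e-05). CNPY2 and HINT2 followed, with log2 fold changes of -3.08 and -2.71. The upregulated genes with the smallest p in spring were UPF3B, TOMM6 and PSMG1, with log2 fold changes of 1.23, 1.19 and 1.64. In summer the smallest p was that of HAX1 (chromosome 3, 16307941 to 16310582), which fell from 38.5 ± 3.32 FPKM to 2.40 ± 0.764 FPKM, a log2 fold change of -3.57 (standard error 0.17, limma adjusted p = 4.17e-07). DYNLRB1 and TMEM11 changed by -2.60 and -3.32, and TMEM128, SFT2D1 and FBXO4 by 1.82, 1.69 and 1.37. In each of these genes the 6 libraries of one stage lay outside the range of the 6 of the other (two-sided exact permutation p = 0.00216). Without a pseudocount, 3536 genes were called in spring and 3592 in summer.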

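Of the genes called between MII and GV oocytes, 830 were called in both seasons, all in the same direction, where 129 would be shared by chance. In summer alone, 262 genes were called, 75 upregulated and 187 downregulated, and in spring alone 296. Of the 262 genes, 258 changed in the same direction in spring and 161 had an unadjusted p under 0.05 there. The downregulated ones had a median log2 fold change of -1.16 in summer and -0.85 in spring. Across the 9526 genes, the log2 fold changes of the 2 seasons had a correlation of 0.928, with genes not being independent replicates. The difference between the seasons was tested itself, as the change from GV to MII in summer minus that in spring, in a fit of all 4 groups. It called 20 genes (3 with a higher and 17 with a lower change in summer), none with an adjusted p under 0.05, and 171 genes had an unadjusted p under 0.05. Without spring GV replicate 6 it called 41 genes, without summer MII replicate 6 it called 38, and without spring GV replicate 2 it called 31. Of the 262 genes called in summer alone, 4 were among the 20, and none had an adjusted p under 0.05 when the adjustment was made over these genes alone. The paper states that its 236 genes were specifically affected by summer heat stress during maturation.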

GO analysis of these genes showed they were involved in mitochondrial translation initiation/elongation, mitochondrial respiratory chain assembly and oxidation reduction processes (Figure 3B). 

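The mitochondrial ribosome list has 77 entries for 76 symbols beginning with MRPL or MRPS, with MRPL23 listed at 2 loci. As a list it was lower in MII than in GV oocytes in both seasons. In spring, 57 of them were lower, with a median log2 fold change of -0.60 against -0.03 over all genes, and 31 were called, all downregulated (camera p = 2.07e-06, two-sided exact permutation p = 0.00649). In summer, 59 were lower, with a median of -0.82 against -0.02 over all genes, and 36 were called, 35 of them downregulated (camera p = 7.89e-07, exact permutation p = 0.00216). Adjusted over the list alone, 43 entries in spring and 47 in summer had a p under 0.05, against 39 and 45 when adjusted over all genes. Both changes held under fry, and with an estimated inter-gene correlation the p was 0.0442 in spring and 0.0528 in summer. The genes with the smallest p were MRPL28, MRPL27 and MRPL14 in spring, with log2 fold changes of -3.71, -3.37 and -2.86, and MRPL27, MRPL17 and MRPL9 in summer, with -3.26, -2.82 and -2.05. The change of the list did not differ between the seasons when the difference was tested (camera p = 0.765, exact permutation p = 0.837), and 53 of the 77 entries were lower in both.

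**Figure D3:**
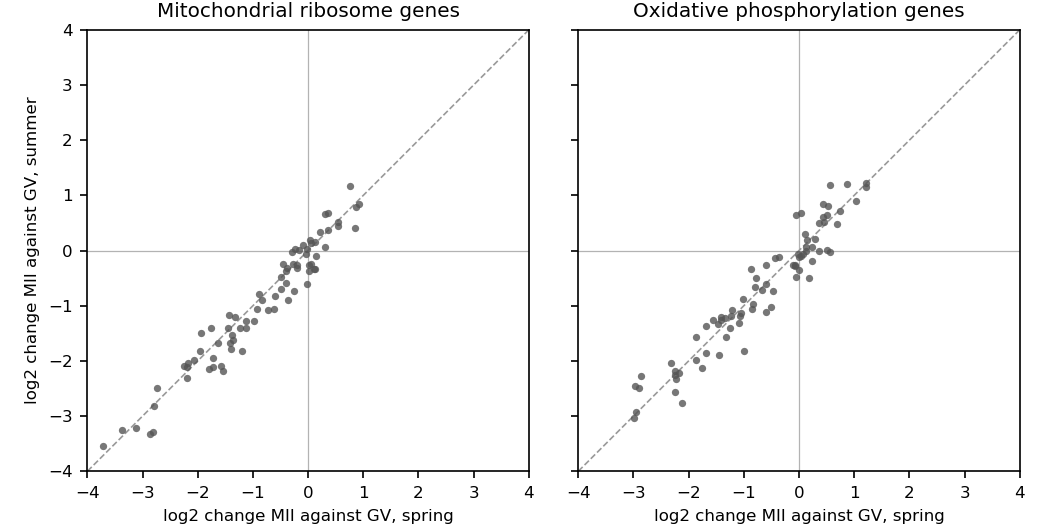
Log2 fold change between MII and GV oocytes in spring (x axis) and summer (y axis) of the 77 mitochondrial ribosome entries (left) and the 80 oxidative phosphorylation genes (right). Points are entries and the dashed line marks equal changes; 53 and 52 of them are lower in MII oocytes in both seasons.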

Pathway analysis revealed oxidative phosphorylation, ribosome, RNA transport, and metabolic pathways were significantly regulated (Figure 3B).

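Of the 80 oxidative phosphorylation genes, 53 were lower in MII oocytes in spring and 58 in summer, with median log2 fold changes of -0.59 and -0.55. In spring 34 were called, 31 of them downregulated (camera p = 0.000913, two-sided exact permutation p = 0.0130), and in summer 38 were called, 34 of them downregulated (camera p = 0.00309, exact permutation p = 0.00649). The smallest p values were those of NDUFA8, NDUFB10 and CYC1 in spring and of NDUFB10, NDUFB9 and NDUFA8 in summer, with log2 fold changes between -2.98 and -2.45. With an estimated inter-gene correlation, neither season passed 0.05 (p = 0.277 and 0.305), and both passed it with fry. The difference between the seasons had a camera p of 0.511 and an exact permutation p of 0.879. The 78 genes of the cytosolic ribosome were lower in 63 cases in spring (camera p = 0.00115, exact permutation p = 0.0779) and in 52 cases in summer (camera p = 0.0526, exact permutation p = 0.0779), and 22 and 20 of them were called. Summer passed 0.05 with quantile normalization (a camera p of 0.00473), median-of-ratios scaling (0.0183), no filter (0.0430) and a filter on a mean of at least 1 (0.0442). Spring did not pass it with an estimated inter-gene correlation (0.507) or with fry (0.0539). RPS6, RPL18 and RPL10A had the smallest p in spring and RPS6, RPL26 and RPL10A in summer, all downregulated. The season difference of this list had a camera p of 0.0554 and an exact permutation p of 0.726. RNA transport and metabolic pathways were not analysed here.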

**FIGURE 3:**
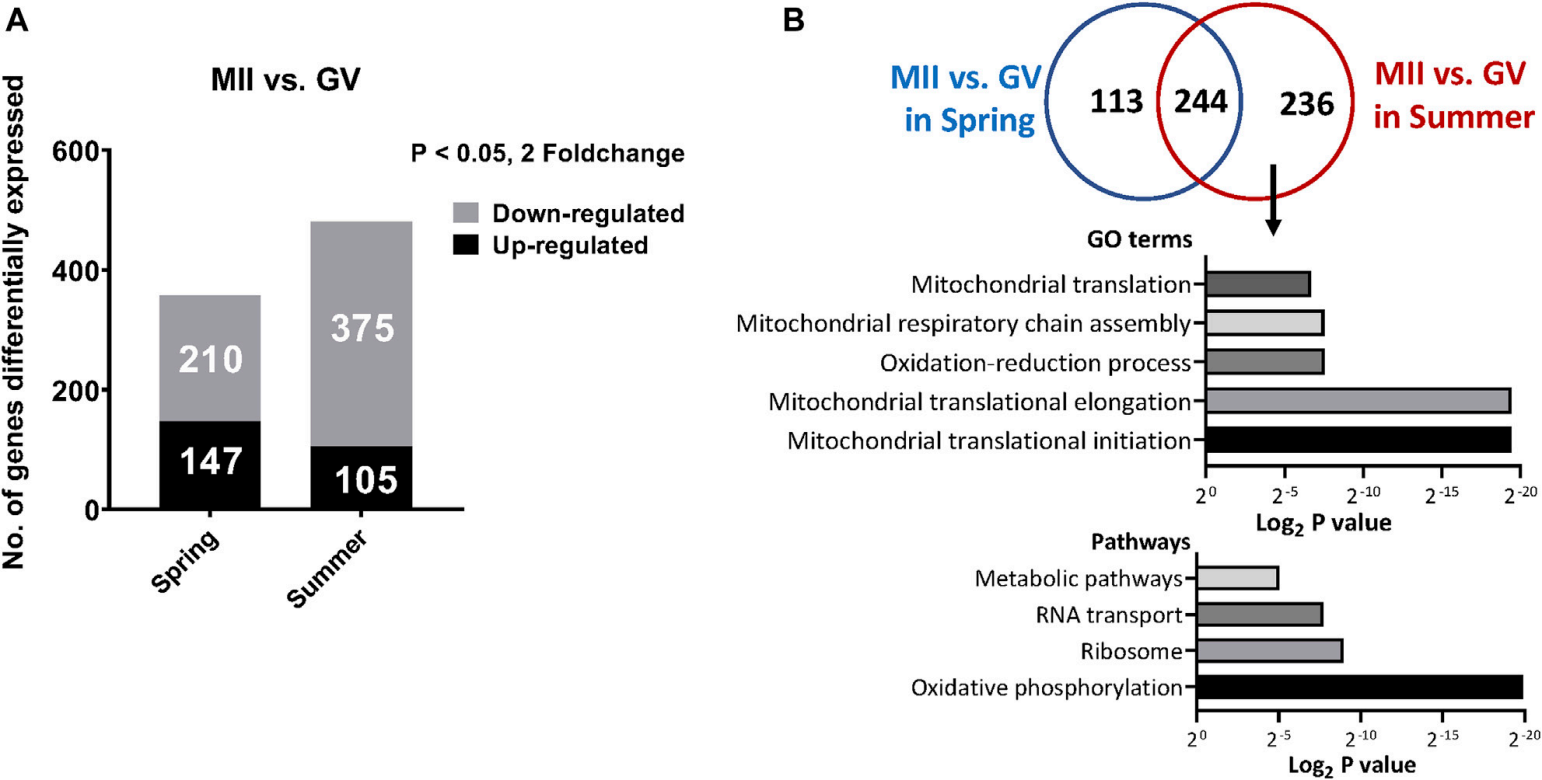
**(A)** The number of differentially expressed genes between GV and MII oocytes collected in spring or summer season **(B)**. Commonly and specifically differentially expressed genes between MII vs GV oocytes in spring or summer seasons and the top represented GO terms and pathways specifically affected by heat stress from Summer during *in vitro* maturation.

### The Effect of Heat Stress on DNA Methylation of Oocytes

We determined the global DNA methylation and DNA hydroxymethylation at GV (Figure 4A) and MII oocytes (Figure 4B) recovered during spring and summer by immunostaining analysis. We found no difference in DNA methylation and DNA hydroxymethylation between spring and summer recovered GV oocytes (Table 4). We performed additional immunoassays of MII oocytes following *in vitro* maturation. Similarly, no significant difference was found in DNA methylation and DNA hydroxymethylation between spring and summer (Table 5).

**FIGURE 4:**
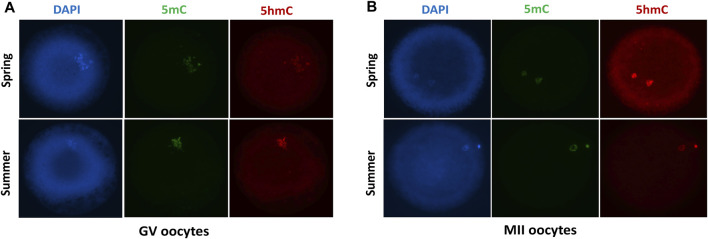
Immunofluorescent staining with DAPI, DNA methylation (5mC) and DNA hydroxymethylation (5 hmC) of GV **(A)** and MII **(B)** oocytes collected during spring and summer.

**TABLE 4:** Relative fluorescence levels of DNA methylation and DNA hydroxymethylation of GV stage oocytes.

Season	N	DNA methylation	DNA hydroxymethylation
Spring	67	417,218.90 ± 71,793.86 ^**a**^	444,931.10 ± 67,920.78 ^**a**^
Summer	149	313,819.88 ± 55,528.01 ^**a**^	35,254.68 ± 56,425.96 ^**a**^

* Different superscripts within a column denote a significant difference between parameters (*p* < 0.05). OPU sessions: 5; cows aspirated per season: 10.

**TABLE 5:** Relative fluorescence levels of DNA methylation and Hydroxymethylation of metaphase II oocytes.

Season	N	DNA methylation	DNA hydroxymethylation
Spring	60	87,122.36 ± 14,449.47 ^**a**^	102,933.83 ± 15,517.70 ^**a**^
Summer	111	89,807.26 ± 11,303.72 ^**a**^	137,622.45 ± 11,826.86 ^**a**^

* Different superscripts within a column denote a significant difference between parameters (*p* < 0.05). OPU sessions: five; cows aspirated per season: 10.

## Discussion

In this study, a significantly higher number of oocytes per cow were obtained in spring compared to summer. In addition, a higher percentage of high quality (Grade 1) oocytes was also obtained during spring, while a higher percent of low quality (Grade 3) oocytes was obtained during summer. These results are consistent with findings of previous studies. Rocha et al. (1998) collected oocytes through OPU and found that the total number of oocytes collected and the proportion of oocytes classified as normal were higher during the cold season compared to the hot season. Similarly, when collecting oocytes from abattoir derived ovaries from Holstein cows, the total number of oocytes and the incidence of homogeneous dark cytoplasm are higher during the winter compared to summer months (Zeron et al., 2001; Gendelman et al., 2010). Torres-Júnior et al. (2008) found that heat stress increased the number of denuded/degenerated COCs recovered from *Bos indicus* cattle. Nevertheless, they did not find differences in the total number of oocytes obtained either in the Grade 1 or Grade 2 oocytes between heat stressed and control groups. Therefore, heat stress negatively affects the quality and the number of oocytes available for collection through OPU or abattoir derived ovaries.

There was no difference in vitro maturation rates of oocytes during the spring and summer in our study. Conflicting evidence has been reported on the effects on heat stress on oocyte maturation. Multiple studies have reported that *in vitro* heat stress has resulted in reduced maturation rates (Lenz et al., 1983; Payton et al., 2004; Maya-Soriano et al., 2013; Pavani et al., 2015). Similarly, *in vivo* heat stress has resulted in reduced proportion of MII stage oocytes (Pavani et al., 2015). However, there are studies where no difference in maturation rates was found between heat stressed oocytes and control groups (Edwards et al., 2005; Roth and Hansen, 2005; Hooper et al., 2015). One possible explanation of the discrepancy between studies might be the variation of breeds used for oocyte collection. For example, differences in the tolerance to heat stress have been seen not only between *Bos indicus* and *Bos taurus* cattle, but also among breeds of the same species (St-Pierre et al., 2003; Liao et al., 2018). It is noteworthy that most of the data available have been obtained from abattoir derived oocytes and the effects of heat stress have been mainly studied using *in vitro* models for heat stress. Whereas, an *in vivo* heat stress model was used in our study where we retrieved oocytes through OPU from cows exposed to natural environmental conditions of high temperature humidity index. Although *in vitro* models of heat stress might be valuable in providing information when collection of oocytes and embryos from live donors might not be possible, the most reliable and accurate information on the effects of heat stress on reproduction and animal fertility are obtained through studies utilizing live animals with naturally occurring heat stress conditions. In addition, there is a lack of consensus regarding the temperatures and time of exposure used for the induction of *in vitro* heat stress between studies. Higher temperatures and longer exposure result in decreased developmental competence and maturation rates.

In this study, the effect of seasonal heat stress on gene expression profiles of bovine oocytes was comprehensively evaluated using RNA-seq. We identified a total of 211 and 92 differentially expressed genes regulated as a result of heat stress in GV and MII oocytes, respectively. In GV oocytes, the differentially expressed genes are involved in steroid biosynthetic processes, oxidation reduction, and mitophagy in response to mitochondrial depolarization. The pathways influenced by heat stress are related to glucocorticoid biosynthesis, apoptosis signaling, and HIPPO signaling. In MII oocytes, the differentially expressed genes are involved in regulation of the MAPK cascade, melanosome organization, and negative regulation of transcription. The pathways influenced by heat stress are related to Oct4 pluripotency signaling, Wnt/beta-catenin signaling, and melatonin degradation. Interestingly, we found that *UBE2I* was significantly up-regulated in summer compared to spring in MII oocytes. *UBE2I* is a gene involved in phosphorylation-dependent sumoylation of transcription factors. Loss of oocyte *UBE2I* has been found to cause defect in oocyte- and granulosa cell expressed genes in mouse (Rodriguez et al., 2019). This phenomenon resulted in female infertility with defects in stability of primordial follicle pool, ovarian folliculogenesis, ovulation and meiosis (Rodriguez et al., 2019). Additionally, we found that five genes were commonly regulated by heat stress in both GV and MII stage oocytes, including *E2F8, GATAD2B, BHLHE41, FBXO44,* and *RAB39B*.

Few studies have documented the genes affected by heat stress in bovine oocytes. For example, Ferreira et al. (2016) observed decreased expression of *NRF1, POLG, POLG2, PPARG-C1A, TFAM, BAX, ITM2B, FGF16,* and *GDF9* in GV oocytes aspirated from Holstein cows during the summer compared to those aspirated in the winter. Genes such as *MOS, GDF9, POU5F1,* and *GAPDH* had higher expression levels in MII oocytes after *in vitro* heat stress (Gendelman and Roth, 2012c). Similarly, a higher expression of *C-MOS, GDF9, POU5F1,* and *GAPDH* was observed in MII oocytes retrieved during the cold season compared to the hot season (Gendelman and Roth, 2012a). A reduced expression of genes involved in mitochondrial energy production including *ND2, SDHD, CYTB, COXII,* and *ATP5B* was reported in MII oocytes obtained during the summer compared to winter (Gendelman and Roth, 2012b). Ticianelli et al. (2017) evaluated the gene expression profile, through microarray analysis, of in vitro heat shocked Holstein and Nelore OPU derived oocytes. Nine genes were found differentially expressed; three up-regulated: *ACOX1, TTC8, UPF3A*, and six down-regulated: *RPLP1, MT1E, FAU, SF3B4, COR O 1C, C11ORF16*. Breed × Temperature interaction analysis revealed up-regulation of other genes including *CCT4, DICER1,* and *OSMR*. Payton et al. (2018) also evaluated the effects of in vitro heat stressed abattoir derived oocytes on transcriptome profile using microarray analysis. Particularly they reported a model highlighting the possible impacts of heat-stress on mitochondrial related processes. Further analysis of three transcripts related to oxidative phosphorylation confirmed the findings revealed by microarray showing a reduction of polyadenylated mRNA of heat-stressed oocytes. These signaling have also been regulated in bovine oocytes under our heat stress conditions. 

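Between summer and spring, the oxidative phosphorylation genes of MII oocytes were higher in 45 of 80 cases, with a median log2 fold change of 0.06 (camera p = 0.00545, two-sided exact permutation p = 0.593), and none was called. The list passed 0.05 neither in the exact test nor with an estimated inter-gene correlation (p = 0.431) nor with fry (p = 0.794), and without spring replicate 6, the MII library with the lowest mapping rate, its direction changed (camera p = 0.796). The mitochondrial ribosome list did not pass 0.05 in GV (camera p = 0.764, exact permutation p = 0.909) or in MII oocytes (camera p = 0.769, exact permutation p = 0.831). It was lower in summer MII oocytes without spring replicate 6, with a camera p of 0.0154, and in summer GV oocytes with the mapping rate as a covariate, with a camera p of 0.0169. Of 34 genes of the heat shock response, none had an unadjusted p under 0.05 between the seasons in GV (camera p = 0.606, exact permutation p = 0.924) or MII oocytes (camera p = 0.466, exact permutation p = 0.630). Without the 2 GV libraries with under 70% of reads mapped, this list was higher in summer GV oocytes, with a camera p of 0.0414.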

We also revealed additional pathways that affected by the seasonal heat stress on the bovine oocytes, which providing additional insights of how heat stress affects the oocyte competence.

Our results indicate no difference in global DNA methylation nor DNA hydroxymethylation levels of GV or MII stage oocytes aspirated in the spring and summer. Although heat stress does not alter global DNA methylation and DNA hydroxymethylation in GV and MII oocytes as detected by immunostaining assays, the methylation status of specific gene loci in oocytes induced by heat stress need to be further determined by sequencing-based approaches at genome-wide resolution.

## Conclusion

Environmental stress reduces oocyte developmental competence and is a major cause of reduced fertility in cattle. In this study, we assessed the effects of seasonal heat stress on bovine oocytes quality, transcriptomic profiles, and global DNA methylation with an *in vivo* heat stress model. We found that summer season resulted in a lower total number and lower high quality GV oocytes obtained compared to the spring season. There is no difference on the *in vitro* maturation rate of GV oocytes collected during spring and summer. RNA sequencing analysis revealed a substantial number of genes and pathways are regulated by the seasonal heat stress both in the GV and MII oocytes, which provide new insights of molecular mechanisms leading to aberrant oocytes. Although neither the global levels of DNA methylation nor DNA hydroxymethylation of GV or MII oocytes obtained between the spring and summer differs, further genome-wide bisulfite sequencing approach is warranted to reinforce the seasonal heat stress effects on DNA modifications at gene specific loci.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE166413.

How the deposited data were processed for this re-analysis (not part of the article)

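RNA was measured in 24 libraries of bovine oocytes, 6 each of GV and MII oocytes collected in May (spring) and July (summer). According to the paper, each library came from a pool of 4 oocytes of 1 animal. The authors trimmed the reads, aligned them to UMD3.1.1 with STAR and quantified them as FPKM. The deposited FPKM values are not whole numbers, have the same total in every library and are never under 0.01; the scaling to a common total and the added 0.01 are taken from the values, since the text of the paper does not name them. The deposited table lists 11306 genes, of which 1780 are at or under 0.1 in every library. Table S1 gave the reads, the mapping rate and the GC content of each library.

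From these values, log2(FPKM + 1) was computed for the 9526 genes over 0.1 in at least 1 library. Gene differences were tested with limma 3.58.1 in R 4.3.3, with the moderation of the spread following mean expression. Partek Flow, which the authors used, was not used here. A gene was called at an unadjusted p under 0.05 and a fold change over 2, as in the methods, and Benjamini-Hochberg adjusted counts are given beside the calls. The 4 comparisons were summer against spring in GV and in MII oocytes, and MII against GV oocytes in spring and in summer; the difference between seasons in the change from GV to MII was fitted over all 4 groups. Single genes also had an exact permutation test over the 924 assignments of 6 and 6 libraries. Gene lists were tested with camera (inter-gene correlation 0.01), with fry and with an estimated correlation. The called members of each list were compared with the other genes tested by a one-sided Fisher exact test. An exact permutation test of 1 score per library and list was added after the data had been seen, because camera p values were often as small in other splits of the libraries; it was run on every list result, and the difference between seasons used 853776 assignments. The lists were written from gene symbols, because the authors used Ingenuity Pathway Analysis: steroid biosynthesis, glucocorticoid biosynthesis, mitophagy, apoptosis, Hippo signaling, MAPK cascade, melanosome organization, Oct4 pluripotency, Wnt/beta-catenin signaling, melatonin degradation, heat shock response, oxidative phosphorylation, mitochondrial ribosome, cytosolic ribosome, cumulus cell markers, oocyte markers and genes cited from other heat stress studies. The tests, the lists, the thresholds, the alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise.

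The genes named are those the paper names as changed in its oocytes, the 3 upregulated and the 3 downregulated called genes with the smallest p in each comparison, and the called members of each list, of which the 3 with the smallest p are given where there are more. All called genes of the season comparisons are named. A symbol listed at 2 loci, of which there are 29, was kept as 2 entries. A further gene that the paper names is not reported here.

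The relative depth of the libraries was estimated in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 from the steps between low values, and tested on 12 simulated libraries of 4000 genes, all of which were solved. The simulated values were not scaled to a common total, so they do not test how far this depth follows the number of reads sequenced. Absolute counts per gene are unknown, so no counting error is given for a value. The limma and camera steps were tested on simulated values for 9526 genes.

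The alternatives were a pseudocount of 0.1, no filter, a filter on a mean of at least 1, quantile normalization, median-of-ratios scaling, all 4 groups in one fit, libraries with at least 70% of reads mapped, the mapping rate as a covariate, the replicate number as a block, adjusted p in place of unadjusted p, the ratio of the group means as fold change, robust moderation, and leaving out each library in turn; clustering was also repeated with Spearman correlation and with the 1000 most variable genes. A fit on log2 of the deposited value without a pseudocount was added after the values had been seen. Climate, oocyte grades, maturation rates and DNA methylation were not analysed here.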

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

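Results stand here because 1 library lay far from the other 5 of its group, or because the season effect differed between stages. The mapping rate, depth and cumulus cell tests in this part were chosen after the libraries had been seen. In all, 126 groups of 6 values were examined and 29 had a library whose gap to the next one passed Dixon's limit for 6 values, where chance gives 6.3; among the 32 library measures there were 14, and among the 94 groups of gene values 15, where chance gives 4.7.

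Spring GV replicate 6 had 41.7% of reads mapped, a mean correlation of 0.812 with the rest of its group and 8738 genes above the lowest value. Spring MII replicate 6 had 37.4% of reads mapped, a GC content of 39.2%, a correlation of 0.885, a relative depth of 0.149, 8158 genes above the lowest value and a mean cumulus cell marker level of 0.83 on the log2 scale. Summer GV replicate 2 had 59.7% of reads mapped, a correlation of 0.877 and a cumulus cell marker level of 0.81. Summer GV replicate 5 stood apart in the other direction, with 71249319 reads and a relative depth of 6.51.

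Across the 24 libraries, with group means removed, the correlation of a library with its group rose with the mapping rate (Pearson r = 0.930, permutation p = 2e-05; Spearman rho = 0.615, permutation p = 0.0017). Without the 2 libraries farthest from the median mapping rate, r was 0.866. It fell with the size of 1 step, the inverse of depth, with r = -0.837 (permutation p = 4e-05; rho = -0.51, permutation p = 0.013), and with r = -0.61 without the 2 farthest libraries. Adjusted over the 2 measures, the permutation p of r was 4e-05 for both. A low share of mapped reads and a low depth are therefore both consistent with these libraries standing apart, and the same libraries are low in both. RNA of cumulus cells as found in spring GV replicate 3 is argued against as the source. This rests on 5 markers chosen because they stood out in that library, and some other markers went the other way. Spring GV replicate 3 had the highest cumulus cell marker level but a correlation of 0.905 with its group. Of the markers, 5 stood out in it at over 10 FPKM (VIM, INHA, FST, GJA1 and CYP11A1). In the 3 low-mapping libraries their median share of that level was 0.0224, the highest 0.255. VIM and INHA were at 2.16 and 1.73 FPKM in spring GV replicate 6 and at 1.09 and 0.835 FPKM in summer GV replicate 2. Their medians in the remaining libraries were 0.124 and 0.104 FPKM, and both were at 0.01 in spring MII replicate 6. Such RNA stays possible. KRT18 went the other way, at 2.22 FPKM in spring GV replicate 3 and at 392, 70.8 and 34.4 FPKM in spring GV replicate 6, spring MII replicate 6 and summer GV replicate 2. In spring GV replicate 6 against replicate 3, KRT8 (146 against 10.2), ANXA2 (5.03 against 0.167), SPARC (2.65 against 0.437) and PTGS2 (8.06 against 3.12) were also higher. THBS1 (0.792 against 7.48) and INHBA (0.158 against 2.82) were lower there, like the 5 markers. Cells of other types were not tested. With a falling mapping rate, 16 of the 23 cumulus cell markers rose (fry p = 0.00123, n = 24), but no more than the other genes did (camera p = 0.835, n = 24), and the marker level was raised in the 3 libraries with the lowest mapping rates. The design gives no condition that separates these libraries from the others of their group, so no biological explanation other than cumulus cell RNA was tested.

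Of the 15 groups of gene values, 5 had one of these 3 low-mapping libraries as the distant one. On log2(FPKM + 1), these were FBXO44 at 1.64 in spring GV replicate 6, and E2F8 at 0.18, RAB39B at 0.86, NDUFA8 at 2.78 and MRPL17 at 4.66 in summer GV replicate 2. The others were MAPRE2 on chromosome 2 at 5.84 in summer GV replicate 3 and at 0.0144 in spring GV replicate 4, RPL10A at 6.17 in spring GV replicate 3, NDUFB10 at 3.97 in summer GV replicate 4, ZNF830 at 5.23 in spring MII replicate 1, NDUFA8 at 1.62 in spring MII replicate 3, and, in summer MII oocytes, BHLHE41 at 0.0666 in replicate 2, FBXO44 at 0.18 and RAB39B at 0.11 in replicates 4 and 1, and FBXO4 at 3.20 in replicate 3. For MAPRE2 in summer GV oocytes and for BHLHE41 and RAB39B in summer MII oocytes, the other 5 libraries were at the lowest value, so any library with a value stands apart. No further test was made of the single genes.

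The season change of GATAD2B was lower in MII than in GV oocytes by a log2 difference of -0.20 (limma unadjusted p = 0.00512 over 24 libraries, adjusted p = 1.00), and that of RAB39B by -0.25 (limma unadjusted p = 0.0280, adjusted p = 1.00). Both genes were higher in summer GV and lower in summer MII oocytes. They were looked at because the paper names them, having found them on these libraries, so the unadjusted p is not independent evidence. Of the values of the 5 genes the paper names in both stages, 85.8% are at most 10 steps, which is consistent with few reads behind each value as a source of such differences. A difference between the stages in the response to season stays open and was not tested apart from this.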

How the results depend on the processing

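Of the 4 counts of called genes, those between MII and GV oocytes stayed within 1.5 times of 1126 in spring and 1092 in summer under every alternative except the pseudocount and the ratio of means; the season counts, 3 and 4, moved more often. With a pseudocount of 0.1, 37 genes were called in GV oocytes, 23 in MII oocytes, 2628 in spring, 2521 in summer, 1856 in both seasons and 665 in summer alone, and 96 for the difference between seasons. With fold changes as the ratio of group means, the counts were 56, 70, 3216, 3331, 2300 and 1031. Without a pseudocount, which was chosen after the values had been seen, they were 116, 102, 3536, 3592, 2430 and 1162, with 4 genes shared by the season comparisons and 191 for the difference between seasons. A smaller pseudocount shrinks low values less, and the ratio of means shrinks none, which by construction lets more genes pass a fold change of 2. With Benjamini-Hochberg adjustment, 0 genes were called in GV and 0 in MII oocytes, where 148 and 201 had an unadjusted p under 0.05.

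In GV oocytes, median-of-ratios scaling called 6 genes (0 upregulated and 6 downregulated), all 4 groups in one fit 14, and the mapping rate as a covariate 14. In MII oocytes, the libraries with at least 70% of reads mapped gave 9 genes and the mapping rate as a covariate 7. Median-of-ratios scaling gave 12 genes (6 and 6) for the difference between seasons, against 20 (3 and 17). The cause was not tested. Quantile normalization moved the share of upregulated genes between MII and GV oocytes, to 563 of 1213 in spring and 490 of 1159 in summer; median-of-ratios scaling gave 231 of 1149 and 150 of 1105.

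With 1 library left out at a time, GV oocytes gave 3 to 13 genes (13 without spring replicate 6), MII oocytes 2 to 16 (2 without spring replicate 1 and 16 without summer replicate 1), spring 1010 to 1348, summer 1007 to 1195, both seasons 762 to 894, summer alone 200 to 330 and the difference between seasons 15 to 41 (31 without spring GV replicate 2, 41 without spring GV replicate 6 and 38 without summer MII replicate 6). The shared season genes stayed at 0 in all of these fits. The clustering difference in GV oocytes ran from -0.00981 to 8.98e-05, positive without spring replicate 4, and in MII oocytes from -0.00609 to -0.00313.

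The replicate numbers did not pair the libraries throughout: the correlations of same-numbered libraries ranged from -0.44 to 0.76 over the 4 comparisons. Between the seasons in GV oocytes they lay between -0.32 and 0.44. Between the seasons in MII oocytes they were 0.76, 0.68, 0.43 and 0.69 for replicates 1, 2, 5 and 6. For replicates 3 and 4 they were -0.09 and -0.44, and the means with other libraries lay between -0.33 and 0.16. A pairing in MII oocytes thus stays open. With the replicate number as a block, 4 genes were called in GV oocytes, 6 in MII oocytes, 1137 in spring, 1089 in summer and 23 for the difference between seasons, and no count above changed by more than 1.5 times.

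Of the 9 lists tested between seasons in GV oocytes, 2 had a camera p under 0.05. With genes of a mean of at least 1 there was 1, with the libraries of at least 70% mapped reads 4, with an estimated inter-gene correlation 0 and with fry 0. In MII oocytes there was 1 of 9; without the low-mapping library there were 2, with the mapping rate as a covariate 0, with an estimated correlation 0 and with fry 0. Between MII and GV oocytes, an estimated correlation left 1 of 3 lists in spring and 0 of 3 in summer. A preset correlation of 0.01 gives smaller p than an estimated one when the genes of a list vary together.

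The direction changed for the following lists, with the p in the alternative in brackets (fry p for fry, camera p otherwise). All but oxidative phosphorylation in MII oocytes, with a camera p of 0.00545, were over 0.05 in the fit with all libraries too. In GV oocytes, apoptosis changed with a pseudocount of 0.1 (0.910), without a filter (0.967), with the libraries of at least 70% mapped reads (0.745) and with fry (0.791); Hippo signaling with quantile normalization (0.983); oxidative phosphorylation with a mean of at least 1 (0.917) and with the mapping rate as a covariate (0.303); and the mitochondrial ribosome with quantile normalization (0.900) and fry (0.811). In MII oocytes, the MAPK cascade changed with the replicate block (0.821) and fry (0.696), melanosome organization without a filter (0.856), Wnt/beta-catenin signaling with quantile normalization (0.947), median-of-ratios scaling (0.937), the replicate block (0.988) and fry (0.628), the mitochondrial ribosome with median-of-ratios scaling (0.832), the heat shock response with a mean of at least 1 (0.975), the cumulus cell markers with fry (0.720), and oxidative phosphorylation with the libraries of at least 70% mapped reads (0.796). The cause was not tested. Among other list results, 13 no longer passed 0.05 and 10 came to pass it. Among named genes, 6 and 14 did so. In the fits with 1 library left out, a further 16 results of named genes no longer passed it and 5 came to pass it. No named gene changed direction.

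The depth of spring GV replicate 6, at 0.0565 of that of spring GV replicate 1, limits what its low values can show.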

Differences from the paper's values

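In GV oocytes, 3 genes were called between the seasons against the paper's 211, with 1 upregulated against the paper's 94 and 2 downregulated against the paper's 117. None of the alternatives set before the data were examined closed these gaps. Without a pseudocount, a setting chosen after the values had been seen, 116 genes were called, and its 68 upregulated genes were within 1.5 times of the paper's 94, while its 48 downregulated genes were not within that range of 117.

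In MII oocytes, 4 genes were called against the paper's 92, with 0 upregulated against the paper's 18 and 4 downregulated against the paper's 74. Of the alternatives set before the data were examined, the ratio of the group means as fold change closed the gaps, with 70 genes, 15 upregulated and 55 downregulated; the others did not. Without a pseudocount, chosen after the values had been seen, there were 102 genes, 20 upregulated and 82 downregulated.

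No gene was called in both stages against the paper's 5, and no alternative set before the data were examined closed the gap. Without a pseudocount, chosen after the values had been seen, 4 genes were called in both stages, namely E2F8, GATAD2B, FBXO44 and RAB39B. Of these genes, the ratio of group means called all 4 in MII oocytes and none in GV oocytes, and a pseudocount of 0.1 called FBXO44 in GV oocytes. BHLHE41 was called in GV oocytes without both the filter and the pseudocount, and in MII oocytes under no setting.

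Between MII and GV oocytes, 1126 genes were called in spring against the paper's 357 (340 upregulated against 147 and 786 downregulated against 210 in the paper), and 1092 in summer against the paper's 480 (210 upregulated against 105 and 882 downregulated against 375 in the paper). None of the alternatives set before the data were examined closed these gaps, except that median-of-ratios scaling gave 150 upregulated genes in summer against the paper's 105. In both seasons 830 genes were called, against about 240 in Fig. 3B, read by eye, and no alternative closed this gap.

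The paper describes clusters of called genes that separate the seasons in both stages. Here the called genes placed 10 of 12 GV libraries and 6 of 12 MII libraries with their season; the genes called without a pseudocount placed all 12 libraries of each stage with their season. The paper reports steroid biosynthesis, mitophagy, apoptosis, Hippo signaling, MAPK cascade, melanosome organization, Oct4, Wnt/beta-catenin and melatonin degradation as affected, and none of the lists written for them had a camera p or an exact permutation p under 0.05. A one-sided Fisher exact test of called members gave p = 0.00879 for Oct4 pluripotency, on SOX2 alone, and the other lists held no called gene. The glucocorticoid list had a camera p of 0.0133 and an exact permutation p of 0.108. With the libraries of at least 70% mapped reads, the camera p of steroid biosynthesis was 0.00614 and that of the MAPK cascade was 0.0368. The paper describes mitochondrial processes as specific to summer maturation, while both mitochondrial lists were lower in MII oocytes in spring too. The paper drew these terms from its summer-specific genes. Over-representation of the lists among the genes called in summer alone was not tested here, so the paper's kind of result was not checked.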

Other observations

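The tests of symbols at 2 loci, of the cumulus cell and oocyte markers, of single lists in other splits of the libraries, the called list members in other splits, and the exact permutation test of the lists were chosen after the results they concern had been seen.

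To see how many genes other splits of the same libraries call, 100 splits of each comparison's 12 libraries into 6 and 6 were drawn, the real one included. As many genes as between the seasons were called in 88 of 100 splits for GV oocytes and in 72 of 100 for MII oocytes. Without a pseudocount, the numbers were 79 and 93. Between MII and GV oocytes, 1 of 100 splits in spring and 1 of 100 in summer, the real one, called as many. With the season reassigned within each stage 100 times, 68 assignments gave as many genes for the difference between seasons, and 66 gave as many genes called in summer alone. The season counts and the summer genes are therefore no larger than these libraries give for arbitrary groups, and those between MII and GV oocytes are larger. The smallest number of genes that a true season effect of a given size would have called was not tested. The simulated data called 98% of genes changed by 2 on the log2 scale, the only size simulated, and only genes of higher expression were changed. With nothing changed, 5.07% of the simulated genes had an unadjusted p under 0.05. Between the seasons it was 1.55% in GV and 2.11% in MII oocytes, so the 98% may not hold for these libraries.

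Genes called between 2 groups of libraries also separate those groups when the same libraries are clustered on them. With genes called without a pseudocount, 46 of 99 other splits of the GV libraries and 78 of 99 of the MII libraries were separated without error, which suggests that a separation by called genes needs no season effect.

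As many lists passed 0.05 in 70 of 100 splits for GV oocytes, in 87 for MII oocytes, and in 32 (spring) and 57 (summer) of 100 for MII against GV oocytes. For the mitochondrial ribosome list, the camera p was as small in 18 of 100 splits in spring and 10 of 100 in summer, and for oxidative phosphorylation in 42 and 29. In contrast, the number of called mitochondrial ribosome genes was reached in 1 of 100 splits in spring and 1 in summer, and that of oxidative phosphorylation genes likewise in 1 and 1, each time by the real split. This second count was added after the first had come out. It cannot speak for these lists in particular, because the other splits called fewer genes of any kind. They called at most 864 in spring and 666 in summer, against 1126 and 1092 in the real splits. The exact permutation test of the list scores, added last, gave 0.00649 and 0.00216 for the mitochondrial ribosome and 0.0130 and 0.00649 for oxidative phosphorylation in spring and summer. Camera p values are thus too small in arbitrary groups of these libraries, where whole lists rise and fall together, while the fall itself is larger than nearly all other assignments give. Of the lists, 1 of 11 had an exact p under 0.05 between the seasons in GV oocytes and 0 of 11 in MII oocytes, and after adjustment over the lists 0 and 0; between MII and GV oocytes there were 3 of 6 in spring and 4 of 6 in summer, with 3 and 4 after adjustment. A fall specific to summer is argued against, with a camera p of 0.511 as the smaller of the 2 lists' p for the difference between seasons. The scaling to a common total is argued against as the whole source of the fall relative to other genes. With median-of-ratios scaling, the larger camera p of the 2 lists in summer was 0.00416 (exact permutation p = 0.00866 for oxidative phosphorylation and 0.00649 for the mitochondrial ribosome). Both scalings are relative, so a change in the total RNA of an oocyte cannot be seen with either. The mapping rate is argued against for the mitochondrial ribosome list in summer, with a camera p of 3.62e-06 and a permutation p of 0.00216 when it was a covariate. With any 1 library left out, these permutation p stayed at or under 0.0173. Within groups, both lists were themselves lower at a lower mapping rate, with a camera p of 9.03e-09 for the mitochondrial ribosome and 2.72e-07 for oxidative phosphorylation. For oxidative phosphorylation, no permutation test with the mapping rate as a covariate was made, so the mapping rate stays open for that list. Maturation itself stays open as the biological source.

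For 19 of the 29 symbols listed at 2 loci, each locus was over 1 FPKM in a library in which the other was at the lowest value. Over the 29 symbols and 24 libraries, 0 of 696 combinations had both loci above the lowest value, which is consistent with the table giving a value to only 1 locus of a symbol per library. Because this holds for every repeated symbol, such as MAPRE2, reads shared between copies of a gene and the making of the table cannot be told apart.

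In GV oocytes, 19 of 23 cumulus cell markers were lower in summer (camera p = 0.000466, exact permutation p = 0.331; fry p = 0.293; estimated correlation p = 0.178), with 2 of them, CYP11A1 and CYP19A1, also on the steroid list. Spring replicate 3 had a marker mean of 1.48 on the log2 scale and spring replicate 6 of 1.22, against 0.39 to 0.46 in the other spring libraries. Without spring replicate 3, the camera p was 0.0804 for glucocorticoid biosynthesis, 0.761 for steroid biosynthesis and 0.255 for the markers; without any other GV library, that of glucocorticoid biosynthesis was between 0.00685 and 0.0288. RNA of cumulus cells in that library is a candidate explanation for the lower steroid and glucocorticoid lists in summer, which did not pass 0.05 in the exact test. For the markers themselves it cannot be told apart from another source, since the library was chosen by their level. How many of the markers oocytes also express was not tested.

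The oocyte markers were higher in summer GV oocytes in 13 of 14 genes, with a median log2 fold change of 0.43 (camera p = 1.26e-05, exact permutation p = 0.0195; estimated correlation p = 0.0115; fry p = 0.0119). None of them was called, and 1 had an adjusted p under 0.05 when adjusted over the list alone. Of 100 splits, 1 had a camera p as small, the real one. The camera p was 0.000296 without spring replicate 3, 0.000216 with the mapping rate as a covariate, 1.81e-05 with median-of-ratios scaling and 0.0244 with depth as a covariate. The permutation p in these fits was 0.0325, 0.0195, 0.0216 and 0.0433, and with 1 further library left out it rose as far as 0.0714, 0.0758, 0.0519 and 0.136. Cumulus cells in that library and the depth thus cannot be told apart from another source. Of these fits with 1 further library left out, 6 of 11 and 9 of 12 were at 0.05 or more. The mapping rate and the scaling are argued against with all libraries, where the permutation p hardly moved from 0.0195. They are not excluded, since 1 of 12 such fits was at 0.05 or more for each. A season effect on these genes may stand behind the rise. It is a hypothesis found and tested on the same libraries, as 1 of 11 lists examined in GV oocytes. Over these lists the exact permutation p rose to 0.214 when adjusted. In MII oocytes 9 of the 14 were lower in summer (camera p = 0.676, exact permutation p = 0.368). Between MII and GV oocytes, the markers were higher in MII oocytes in spring (camera p = 0.0283, exact permutation p = 0.0108), with no difference in summer (camera p = 0.269, exact permutation p = 0.498). The cumulus cell markers had a camera p of 0.579 between the seasons in MII oocytes, and of 0.898 in spring and 0.108 in summer between MII and GV oocytes, where the exact permutation p was 0.682 and 0.00866.

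Of 34 genes listed as cited by the paper from other heat stress studies, 25 were found in the table. These had a camera p of 0.747 in GV and 0.198 in MII oocytes between the seasons, and of 0.0830 in spring and 0.124 in summer between MII and GV oocytes. The exact permutation p was 0.457, 0.128, 0.0779 and 0.00649 in the same order. None of them was called between the seasons.

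Within groups, 5206 of the 9526 genes changed with the mapping rate at an adjusted p under 0.05 in limma, 4085 of them higher and 1121 lower at a lower mapping rate. RNA of cumulus cells stays possible as a source. Of its 23 markers, 16 rose and 7 fell with a falling mapping rate. The camera p of 0.835 (n = 24) cannot exclude it, because camera compares the markers with the other genes, and 4085 genes rose too. The low marker shares given before argue only against such RNA as found in spring GV replicate 3. Of 17 lists fitted against the mapping rate, the mitochondrial ribosome (a camera p of 9.03e-09, or 0.0126 with an estimated correlation) and oxidative phosphorylation (2.72e-07, or 0.109) had the smallest camera p, both lower at a lower mapping rate. No other biological explanation was tested.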
